# *Ad Libitum* Feeding in Broiler Breeder Hens Alters the Transcriptome of Granulosa Cells of Pre-Hierarchal Follicles

**DOI:** 10.3390/ani11092706

**Published:** 2021-09-16

**Authors:** Laurie Francoeur, Claire S. Stephens, Patricia A. Johnson

**Keywords:** broiler breeder, nutrition and reproduction, egg production, follicle development, granulosa cell, RNA sequencing

## Abstract

**Simple Summary:**

Broiler breeds of chickens have been bred for fast growth and feed efficiency, while laying breeds have been bred for optimal egg production. As a consequence of intense selective breeding in broiler breeds, egg production is greatly reduced and leads to inefficient reproduction. One strategy used by producers to improve egg production in broiler breeds has been to limit feed allowance. In this study, we aimed to identify differences in ovarian gene expression between broiler breeder hens fed high (*ad libitum*) and low feed allowances. Several differences in gene expression were identified, which may explain the decreased egg production seen in broiler breeder hens fed *ad libitum*. These results inform the poultry industry on the biology of broiler breeder hens fed *ad libitum* and how levels of high feed intake affect reproductive efficiency.

**Abstract:**

Intense selective breeding of chickens has resulted in suboptimal egg production in broiler breeder hens. This reproductive phenotype is exacerbated by *ad libitum* feeding, which leads to excessive and disorganized follicular growth. One strategy used to improve broiler breeder hens’ reproductive efficiency is restricted feeding. In this study, we sought to identify transcriptional changes, which translate the level of dietary intake into increased follicle selection. Broiler breeder hens (*n* = 16 per group) were raised according to commercial guidelines until 28 weeks of age and then randomly assigned to an *ad libitum* diet (FF) or continued on a restricted diet (RF) for 6 weeks. Following dietary treatment, FF hens (*n* = 2) with excessive follicle selection and RF hens (*n* = 3) with normal follicle selection were selected for RNA-sequencing. Transcriptomes of granulosa cells from 6–8-mm follicles were sequenced to identify transcriptional differences in the follicle population from which selection was made for the preovulatory stage. Differential expression analysis identified several genes known to play a role in follicle development (CYP11A1, STAR, INHA, and INHBB) that are upregulated in FF hens. These changes in gene expression suggest earlier granulosa cell differentiation and steroidogenic competency in the granulosa layer from FF hens.

## 1. Introduction

Broiler chickens are selected for fast growth and feed efficiency, and laying hens are selected for optimal egg production. Selection pressure for ideal production traits has resulted in vastly different reproductive efficiencies between broiler breeders and laying hens. Although laying hens can lay almost one egg per day, broiler hens have aberrant follicle growth which often leads to erratic laying, multiple ovulations, and poor-quality eggs [1]. These events contribute to suboptimal reproduction in these hens. One strategy used to improve broiler breeder hens’ reproductive efficiency is restricted feeding, which results in an ovarian phenotype more like that of the laying hen. While restricting feed (RF) results in improved egg production compared to *ad libitum* feeding (FF), dietary change alone is not sufficient to reach the egg-laying efficiency seen in layer breeds. At the ovarian follicle level, FF broiler breeder hens have multiple hierarchies and significantly more preovulatory follicles than hens on a restricted diet [2,3]. Despite excessive follicle development, ovulation is erratic, resulting in low egg production. It is not known how feeding level directly impacts follicle selection and growth.

Follicle selection occurs when one follicle from a pool of growing follicles begins to become dominant and continues maturation until it ovulates [4]. In the hen, follicle selection is characterized by two important events: granulosa cell differentiation and the initiation of progesterone synthesis. Prior to selection, granulosa cells are said to be undifferentiated and steroidogenically incompetent [5]. Undifferentiated granulosa cells express low levels of the steroidogenic acute regulatory protein (STAR), luteinizing hormone receptor (LHR), cytochrome P450scc (CYP11A1), and follicle stimulating hormone receptor (FSHR) [6,7] (reviewed in [8]). At the time of selection, granulosa cells undergo transcriptional changes in key regulators and receptors. STAR and CYP11A1 expression increases [6,9] and follicles begin to produce progesterone [10], with the largest preovulatory follicle producing the highest amount of progesterone and stimulating the LH surge for ovulation [11,12]. In a reproductively efficient hen, the largest preovulatory follicle will ovulate each day and one 6–8-mm follicle will be selected to replace it and replenish the preovulatory follicle pool (reviewed in [4,8]). In the FF broiler breeder hen, there is a large number of unorganized preovulatory follicles [2], which contributes to the reproductive inefficiency of these birds. Although factors associated with follicle selection in laying hens have been identified [4,6,9], differences in pre-hierarchal follicle transcriptomes have not yet been studied in broiler breeder hens in response to dietary treatment.

In this study, we investigated transcriptional changes in granulosa cells of 6–8-mm follicles to identify factors that may be disrupting normal follicle selection in FF broiler breeder hens. Specifically, we hypothesized that the increased feed intake in these hens disrupts important regulators of follicle development, resulting in increased follicle numbers.

## 2. Materials and Methods

### 2.1. Animals

One-day-old broiler breeder chicks (Cobb 700, *n* = 32) were donated by Cobb-Vantress and raised in floor pens in Cornell University’s Poultry Facility according to commercial guidelines [13]. Birds were kept on a light cycle of 15 h of light and 9 h of dark. At 28 weeks of age, hens were randomly assigned to one of two pens and fed either an *ad libitum* diet (FF, *n* = 16) or were continued on a restricted feed diet of 146 g/day/bird (RF, *n* = 16) for an additional 6 weeks according to commercial guidelines [13] and as previously described in Stephens and Johnson, 2017 [14]. Throughout the length of the experiment, egg production per pen was measured daily. During the sixth week of the dietary treatment, hens were weighed, euthanized using CO_2_, and samples were collected. Egg production was calculated as eggs/hen/days in a one-week period. Egg production during weeks 1–5 are reported as these represented full weeks for both treatment groups. All animal procedures were approved by the Institutional Animal Care and Use Committee of Cornell University (protocol number 2009-0036).

### 2.2. Sample Collection

The liver, fat pad, and ovary were removed from the hen and weighed. Organ weights were normalized to the body weight. Upon collection, the ovary was placed in ice cold Krebs-Ringer bicarbonate buffer and follicles were collected and separated by size. Follicles from the 3–5-mm, 6–8-mm, and >9-mm size categories were counted and 6–8-mm follicles were removed. Granulosa cells were collected and pooled following the procedure outlined in Wang et al. [15] and stored in RLT lysis buffer at −80 °C until further processing.

### 2.3. RNA Extraction

Total RNA was extracted from granulosa cells using an RNeasy Mini kit with optional on-column DNase treatment (Qiagen Inc., Valencia, CA, USA). The quantity and purity of the samples were analyzed using spectrophotometry (Implen, Munich, Germany). RNA integrity was then determined by a Fragment Analyzer (Advanced Analytical, Ames, IA, USA). All samples had a RQN of >9.9.

### 2.4. RNA Sequencing and Quality Control

Samples were selected for RNA-sequencing based on the number of preovulatory follicles (>9-mm). For the FF group (*n* = 3), hens with more than 10 preovulatory follicles were selected to represent an excessive follicle selection phenotype. For the RF group (*n* = 3), hens with 6–7 preovulatory follicles were selected to represent a normal follicle selection phenotype. The granulosa cell layer from 6–8-mm follicles of these two phenotypes was collected as described above and used for RNA sequencing.

RNA samples were submitted to Cornell’s Transcriptional Regulation and Expression Facility for cDNA library preparation. Samples were enriched by PolyA+ RNA isolation using the NEBNext Poly(A) mRNA Magnetic Isolation Module (New England Biolabs, Ipswich, MA, USA). Libraries were then generated using the NEBNext Ultra II [Directional] RNA Library Prep Kit (New England Biolabs, Ipswich, MA, USA). Before sequencing, libraries were quantified using a Qubit 2.0 (dsDNA HS kit; Thermo Fisher, Waltham, MA, USA). cDNA libraries were sequenced on Illumina’s NextSeq500 (Illumina, San Diego, CA, USA) at a depth of 75 bp for a minimum of 31M reads per sample. FastQ files were first processed through trim-galore (Barbraham Institute, Cambridge, UK) as a quality control step to trim adaptors and filter for low quality reads. The sample files were then aligned to the Galgal6 genome using the RNA-seq aligner STAR [16]. A minimum of 91.7% reads were mapped to the genome in each sample (Table S1).

To verify for sample clustering by biological replicates, hclust in R was used [17]. This analysis identified one outlier in the FF group which was discarded in further analyses for a final sample of *n* = 2 in this group. A principle component analysis (PCA) was utilized to visualize the variance among samples.

### 2.5. RNA Sequencing Analysis

Differential expression analysis was conducted to identify differentially expressed genes (DEGs) between FF and RF hens using DeSEQ2. Criteria for DEGs were a false discovery rate (FDR) of <0.05, a log fold change of >1, and a minimum read count of 200. Gene ontology enrichment analysis with an FDR cutoff of 0.05 using ShinyGo v0.61 [18] was conducted on DEGs upregulated in FF and RF hens and generated the ten most significant terms. Additionally, Qiagen’s Ingenuity Pathway Analysis (IPA) was used to identify the predicted upstream regulators [19,20] of DEGs.

### 2.6. cDNA Synthesis and Real-Time qPCR

Gene expression of select DEGs (CYP11A1, STAR, INHA, and INHBB) was quantified using real-time qPCR to validate RNA-sequencing results. Total RNA from granulosa cells was extracted as described above. One µg of total RNA from each sample was reverse transcribed to cDNA in a 20-µL reaction using the High-Capacity cDNA Reverse Transcription kit (Applied Biosystems, Foster City, CA, USA).

The AB StepOnePlus Real-Time PCR System (Applied Biosystems, Foster City, CA, USA) was used for quantitative PCR. Each sample was analyzed in a 25-µL volume reaction with a final concentration of 1X for the Power SYBR Green (Applied Biosystems, Foster City, CA, USA) and 300 nM for the primers. Each reaction consisted of 1 µL of cDNA and samples, standards, no template controls, and reactions lacking reverse transcriptase were assessed in duplicates. Sample expression for each gene was determined from the standard curve and normalized to 18S expression. To measure the housekeeping gene, 18S primers from Ambion^®^ QuantumRNA™ 18S Internal Standard (ThermoFisher Scientific, Waltham, MA, USA) were used. Previously published primer sequences were used for CYP11A1 and STAR [21]. Primers for INHA and INHBB were designed to span exon-exon junctions using Primer-BLAST [22]. Primer sequences for gene targets can be found in Table 1.

### 2.7. Statistical Analysis

All body parameters and mRNA expression data were compared between the RF and FF groups using PROC GLM of the SAS 9.4 software (SAS Institute Inc., Cary, NC, USA). Week was included as a fixed effect in the generalized linear model for egg production.

## 3. Results

### 3.1. Body Parameters and Ovarian Morphology

Following 6 weeks of dietary treatment, FF hens had significantly higher live body weights than RF hens (*p* < 0.001, Table 2). Both fat pad and liver weights were also significantly higher in FF hens compared to RF hens when normalized to body weight (*p* < 0.001, Table 2).

FF hens had significantly more follicles greater than 9-mm in diameter compared to RF hens (*p* = 0.002, Table 2), indicating an increase in the number of follicles selected into the preovulatory hierarchy. Ovarian weight normalized to body weight was not different between RF and FF hens (*p* = 0.101, Table 2). Egg production was significantly higher for RF hens than FF hens throughout the course of the experiment (*p* = 0.013, Table 2 and Figure 1).

### 3.2. RNA Sequencing and Differential Gene Expression

PCA revealed that samples clustered with biological replicates along the first component (Figure 2A) and this was confirmed by hierarchal clustering (Figure 2B). 

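The RNA-seq values came from granulosa cells, the follicle layer next to the oocyte, of 6–8-mm follicles pooled within each hen. Libraries of 2 FF hens and 3 RF hens were analysed, each from a different hen, and the FF library that the authors discarded after clustering was not analysed here. The diets began at 28 weeks of age and lasted 6 weeks, with 146 g of feed per bird per day for RF hens, and each diet was fed in its own pen. FF hens were chosen for sequencing when they had more than 10 preovulatory follicles and RF hens when they had 6 to 7, so that diet, pen and follicle number go together in these libraries. The sample labels describe 5 to 6 recently selected follicles per bird, whereas the paper describes the follicles as pre-hierarchal. The authors trimmed the reads with trim-galore, aligned them to Galgal6 with STAR and divided the counts per gene by a size factor for each library with DESeq2, and their deposited values are these normalized counts rounded to whole numbers. The read counter is not given in the sources used here. The normalized counts summed to 29491091 and 28891495 in FF replicates 1 and 2, and to 25929234, 26404445 and 27277087 in RF replicates 1, 2 and 3. From the spacing of the low values, the size factors were estimated as 0.86 and 1.02 for the FF libraries and 0.82, 1.04 and 1.23 for the RF libraries, which gives about 21400000 to 33500000 reads in genes per library. Because the rounding merges neighbouring read counts in 3 of the libraries, the values were tested on the log2 scale, after adding 1, and no count model was used. FF and RF hens were compared with limma, with a mean-dependent trend of the variance and Benjamini-Hochberg adjustment, over the 13305 of 24356 listed genes with a mean normalized count of at least 10. Fold changes are FF minus RF on this scale, which understates changes of low genes.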

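FF and RF libraries lay on opposite sides of the first principal component, which held 49.4% of the variance of the 500 genes with the highest variance. The scores on this component were 34.9 and 26.2 for the FF libraries and −32.6, −12.5 and −16 for the RF libraries. Of the 10 ways to split 5 libraries into groups of 2 and 3, the real grouping gave the largest difference on this component (exact permutation test, two-sided, p = 0.1, the smallest p this design allows). The second component held 19.1% and separated RF replicate 1, at a score of 22.6, from RF replicate 2, at −23.4. Hierarchical clustering also parted the FF from the RF libraries, with RF replicates 1 and 2 joining before RF replicate 3. The authors had discarded an FF library as an outlier in clustering, so the separation here may depend in part on that choice. Neither the permutation test nor the clustering is therefore independent evidence of it. Across genes, which are not independent replicates, the correlation of log2 values was 0.973 between the FF libraries, 0.967 to 0.971 between RF libraries and 0.951 to 0.963 between an FF and an RF library.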

Differential gene expression analysis resulted in 350 DEGs, of which 207 and 143 were upregulated in FF hens and RF hens, respectively (Figure 2C). 

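More genes were higher in FF hens than in RF hens. At the paper's thresholds of a false discovery rate of 0.05, a log2 fold change beyond 1 and at least 200 normalized counts in the mean of at least one group, 93 genes were higher in FF hens and 20 in RF hens. Their log2 fold changes ran from 1.02 to 7.97 in the first group (median 1.67) and from −3.87 to −1.05 in the second (median −1.36). The largest of these changes were those of CEL, a lipase, in FF hens and of COL12A1, a fibril-associated collagen, in RF hens. In all 113 genes every FF library lay outside the range of the RF libraries, as did 36.3% of all tested genes, where chance gives 20%. Genes higher in FF hens made up 82.3% of the calls, 56.6% when the libraries were rescaled to equal totals (73 and 56 genes) and 69.2% when they were rescaled to equal upper quartiles (81 and 36 genes). These rescalings moved the median log2 fold change of all tested genes from 0.01 to −0.13 and −0.07. The counts rest on few libraries: 19 and 3 genes were called without RF replicate 1, 25 and 7 without RF replicate 2, 92 and 22 without RF replicate 3, and a single gene, INHA, the alpha subunit of inhibin, when either FF library was left out. With genes of any level tested, 13 and 1 genes were called, and limma without the trend called 0 genes, with 2188 at an unadjusted p under 0.05 (2369 with the trend).

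**Figure D1:**
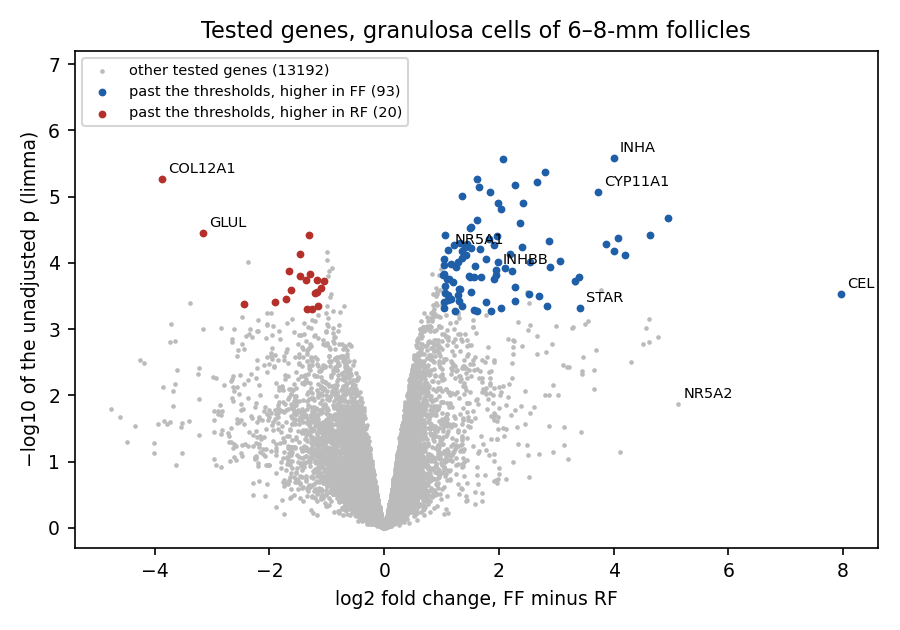
Each point is one of the 13305 tested genes, with its log2 fold change (FF minus RF, 2 against 3 libraries) on the x axis and −log10 of its unadjusted p from limma on the y axis. Blue points are the 93 genes past the thresholds and higher in FF hens, red points the 20 higher in RF hens, and NR5A2 lies among the grey points that did not pass.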

The top 50 upregulated genes in FF and RF hens are listed in Table 3 and Table 4, respectively. 

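All 50 genes of Table 3 had a higher value in FF hens here, and 33 of them passed the thresholds. The paper drew the table from these same libraries, so the shared direction is not independent evidence. Of the genes with symbols past the thresholds, and apart from CEL and the steroidogenic and inhibin genes, those with the largest increases were TMEM72, a membrane protein gene, with 1922 ± 275 normalized counts in FF hens (SD, n = 2) and 69.7 ± 45.5 in RF hens (SD, n = 3), and KCNAB1, a potassium channel subunit, with 1175 ± 186 and 74.7 ± 32.7. Their log2 fold changes were 4.94 (standard error 0.47, adjusted p = 0.0186 from limma) and 4.07 (standard error 0.43, adjusted p = 0.0223). SV2A, a synaptic vesicle protein gene, PGF, which encodes placental growth factor, an angiogenic factor, SORL1, a sorting receptor of the LDL receptor family, and MAPKKK3L rose by log2 fold changes of 4.01, 3.87, 3.39 and 2.89. Of the genes of Table 3, the highest adjusted p was 0.169. None of the genes named here passed without FF replicate 1 or without FF replicate 2, and TMEM72 then had adjusted p values of 0.176 and 0.135.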

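All 50 genes of Table 4 had a lower value in FF hens, and 7 of them passed the thresholds, while 48 were at an unadjusted p under 0.05. This table too comes from the same libraries, so its direction was given in advance. COL12A1 had 24 and 44 normalized counts in the FF libraries and 499, 506 and 468 in the RF libraries, a log2 fold change of −3.87 (standard error 0.30, adjusted p = 0.0115 from limma). GLUL, which encodes glutamine synthetase, had 341 ± 82.7 normalized counts in FF hens (SD, n = 2) and 3158 ± 1308 in RF hens (SD, n = 3), a log2 fold change of −3.16 (standard error 0.33, adjusted p = 0.0216). TENM3, a cell adhesion gene, ADAMTS3 and MMP28, metalloproteinases, and MET, the receptor of hepatocyte growth factor, were lower in FF hens by log2 fold changes of −2.45, −1.90, −1.62 and −1.66. Among the called genes outside Table 4, PTPN13, CORO2B and ANXA11 were lower at −1.46, −1.37 and −1.30, and RGS16, ENC1 and DMD at −1.47, −1.35 and −1.31. Of 45 tested genes of the extracellular matrix, 4 were lower in FF hens and 0 higher (6 lower and 5 higher when adjusted over the list alone), with LAMA1, a laminin, at −1.16. The list had a median log2 fold change of −0.79 and an adjusted p of 0.000893 from camera, against 0.388 with an estimated correlation and 0.0635 without FF replicate 2. Estimating the correlation leaves camera little power with 5 libraries, so a call lost there does not show that correlation among genes made it. Table 4 had been read when this list and that of the collagens were written, so they are not independent evidence of direction. Without FF replicate 1 or 2 the adjusted p of COL12A1 was 0.136 and 0.0577, and none of these genes passed.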

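RF replicate 1 had the highest value of the 5 libraries in 12 of 22 tested genes whose symbols start with COL and a digit. COL4A1, of the basement membrane, had 850, 52 and 704 normalized counts in RF replicates 1, 2 and 3 and 44 and 19 in the FF libraries (log2 fold change −3.40, standard error 1.18, adjusted p = 0.21 from limma). COL1A1, an interstitial collagen, had 714, 75 and 56 in the RF libraries and 39 and 16 in the FF libraries (adjusted p = 0.295). Of these 22 genes, 1 was lower in FF hens and 0 higher (1 lower and 1 higher when adjusted over the list alone), and 1 of the 22, COL4A3BP, is not a collagen. Their median log2 fold change was −0.76 (adjusted p = 0.000785 from camera, 0.388 with an estimated correlation), and −0.63 without RF replicate 1 (adjusted p = 0.00895). Markers of theca and stroma, the cells outside the basement membrane of the follicle, moved with the collagens, some of which are in both lists. RF replicate 1 had the highest value of the 5 libraries in 16 of 22 tested theca and stroma markers, among them CYP17A1, an androgen-producing enzyme of theca cells, at 1794 against 84 and 207 in the other RF libraries and 73 and 134 in the FF libraries. The median of these markers was −1.62 (adjusted p = 0.000893 from camera, 0.388 with an estimated correlation), with 0 of the 22 past the test, and −0.41 without RF replicate 1 (adjusted p = 0.0842).

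**Figure D2:**
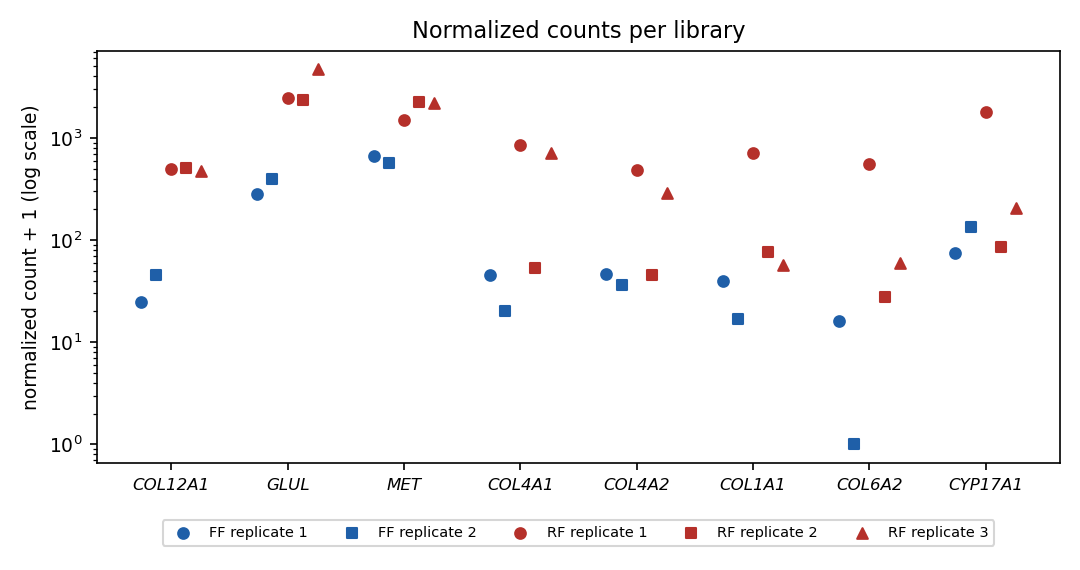
Normalized count plus 1 on a log axis for 8 genes in each of the 5 libraries (blue, FF; red, RF; one symbol per library). COL12A1, GLUL and MET lie higher in all 3 RF libraries, whereas COL1A1, COL6A2 and CYP17A1 lie highest in RF replicate 1 and COL4A1 and COL4A2 in RF replicates 1 and 3.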

Of the genes upregulated in the granulosa cells of 6–8-mm follicles of FF hens, several are known to be important for steroidogenesis (CYP11A1, STAR, NR5A1, and NR5A2) and in regulating FSH (INHA and INHBB) (Figure 3). 

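STAR, CYP11A1, NR5A1 and the inhibin subunits INHA and INHBB were higher in FF hens. CYP11A1 (ENSGALG00000034982), which encodes the enzyme that converts cholesterol to pregnenolone, had 11165 ± 464 normalized counts in FF hens (SD, n = 2) and 893 ± 342 in RF hens (SD, n = 3), a log2 fold change of 3.72 (standard error 0.31, adjusted p = 0.0115 from limma). STAR (ENSGALG00000003242), which moves cholesterol into the mitochondrion, had 1222 ± 315 and 132 ± 94.9, a log2 fold change of 3.41 (standard error 0.54, adjusted p = 0.0479). NR5A1, a nuclear receptor that activates steroidogenic genes, rose by 1.12 (standard error 0.13, adjusted p = 0.0228), and NR5A2 lay higher in both FF libraries without passing the test. Of 25 tested steroidogenesis genes, 3 were higher in FF hens and 0 lower (9 higher and 3 lower when adjusted over the list alone). INHA (ENSGALG00000054770), the alpha subunit of inhibin, had 73862 and 36972 normalized counts in the FF libraries and 3392, 2980 and 3440 in the RF libraries, a log2 fold change of 4.00 (standard error 0.28, adjusted p = 0.0115). INHBB, a beta subunit of inhibin and activin, rose by 1.95 (standard error 0.25, adjusted p = 0.0275). Of 11 tested genes of the inhibin, activin and follistatin list, 3 were higher and 0 lower, also when adjusted over the list alone, and the third, listed as SMAD2Z, rose by 1.62. The beta subunit INHBA, at 72 to 104 normalized counts in the 5 libraries, had a log2 fold change of 0.18 (adjusted p = 0.792). The paper's tables, which hold STAR, CYP11A1, NR5A2 and INHA, had been read before both lists were written. NR5A1 and INHBB are likewise named by the paper from these same libraries. The counts over both lists are therefore not independent evidence of direction. As sets the lists did not pass camera, with adjusted p values of 0.0802 for steroidogenesis (0.0353 without FF replicate 2, 0.0472 without RF replicate 2, and also under 0.05 with equal totals or no filter on low values) and 0.109 for inhibin (0.0302 without FF replicate 1 and 0.0428 without RF replicate 3). INHA kept an adjusted p under 0.05 when any single library was left out (0.0112 to 0.0417), whereas CYP11A1 had 0.176 and 0.132 without FF replicates 1 and 2, and STAR 0.246 and 0.185, as well as 0.0878 and 0.0793 without RF replicates 2 and 3. With equal totals the log2 fold change of NR5A1 was 0.98, below the fold threshold. NR5A1 and INHBB also lost their calls without either FF library or without RF replicate 1 or 2 (adjusted p 0.0652 to 0.213). The paper reasons from the higher STAR and CYP11A1, and from nuclear receptors that act on the CYP11A1 promoter, and proposes that FF hens may begin to produce progesterone at this follicle stage. It also draws on qPCR, on genes shared with newly selected follicles of laying hens and on an earlier report of progesterone secretion in FF hens. As an alternative it proposes that the hens may gain the machinery at this stage and make more progesterone once the follicles are preovulatory.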

CYP11A1, STAR, INHA, and INHBB mRNA expression were measured using qPCR to validate RNA-sequencing results. CYP11A1, INHA, and INHBB expression was significantly higher (*p* < 0.01) and STAR expression tended to be higher in granulosa cells of 6–8-mm follicles of FF hens (*p* = 0.08, Figure 4).

### 3.3. Enrichment Analysis

Enrichment analysis categorized DEGs by functional category. The top ten significant terms associated with DEGs upregulated in FF and RF hens are listed in Table 5 and Table 6, respectively. 

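Of 47 tested genes of lipid breakdown, 5 were higher in FF hens, 0 were lower and 42 did not pass the test (7 higher and 1 lower when adjusted over the list alone). Besides CEL, these were PPARG, a nuclear receptor in the list that controls lipid storage more than breakdown, PLCG1 and PLCD4, phospholipases C that release inositol trisphosphate, and MGLL, which cleaves monoacylglycerol. PPARG had 2455 ± 153 normalized counts in FF hens (SD, n = 2) and 314 ± 136 in RF hens (SD, n = 3), a log2 fold change of 3.06 (standard error 0.37, adjusted p = 0.0243 from limma). PLCG1 and MGLL rose by log2 fold changes of 2.41 and 1.35. The list as a whole had a median log2 fold change of 0.19 (adjusted p = 0.0112 from camera, and adjusted p = 0.388 with an estimated correlation). Of 23 tested genes of fatty acid and triglyceride synthesis, 2 were lower in FF hens and 0 higher (4 lower and 0 higher when adjusted over the list alone), with a median of −0.19 (adjusted p = 0.00657 from camera, and 0.388 with an estimated correlation). The lower genes were the desaturases FADS2, at 365 and 412 normalized counts in the FF libraries and 782 to 969 in the RF libraries (log2 fold change −1.18), and SCD (−0.98). CEL, PPARG, PLCG1, AADAC, ABHD3 and PLCH2 had been read in Table 3 before the lipid breakdown list was written. They are the members with the largest increases, and CEL, PPARG and PLCG1 are among the 5 that passed. The list and its camera result are therefore not independent evidence of direction. When single libraries were left out the lists stayed under 0.05, at 0.00687 to 0.0353 and 0.00833 to 0.0386, but none of the genes passed without FF replicate 1 or 2 (PPARG, adjusted p = 0.198 and 0.154).

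**Figure D3:**
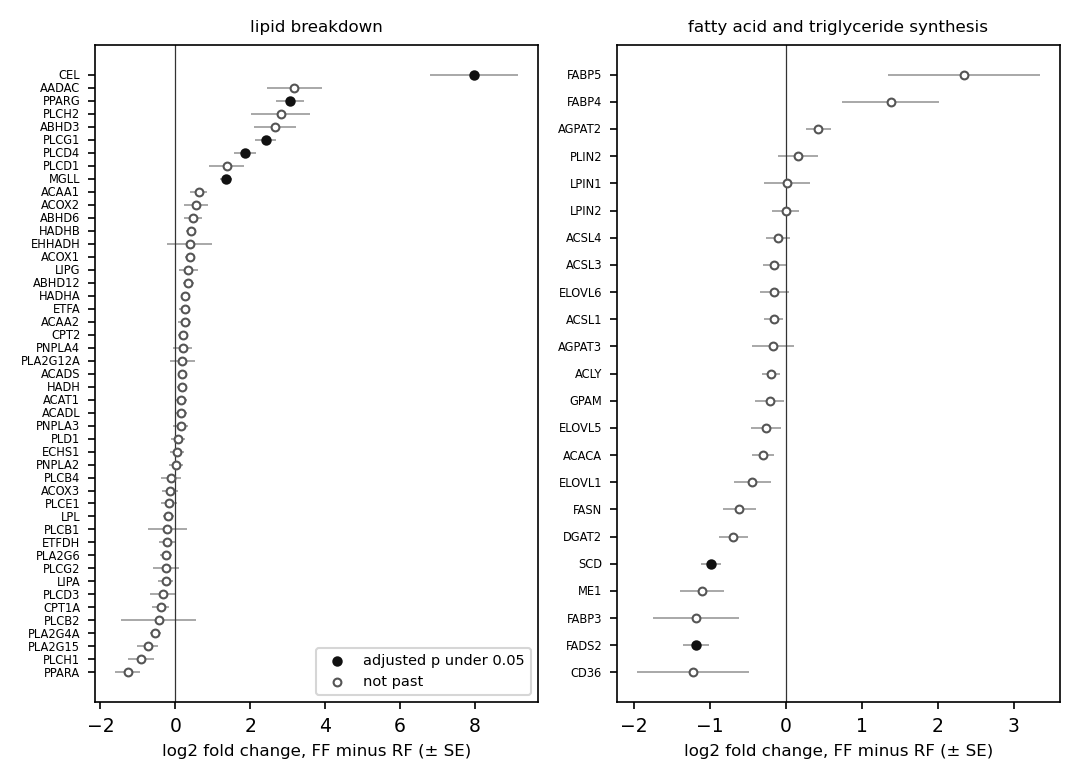
Log2 fold change (FF minus RF, x axis, with the standard error as a bar) of each tested gene of the lipid breakdown list (47 genes, left) and of the fatty acid and triglyceride synthesis list (23 genes, right). Filled points passed an adjusted p of 0.05, 5 of them above 0 on the left and 2 below 0 on the right.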

Several DEGs upregulated in FF hens are associated with terms related to lipid metabolism such as “lipid catabolic process” and “cellular lipid catabolic process” (Table 5). 

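Of 208 tested solute carrier genes, the membrane transporters whose symbols start with SLC, 6 were higher in FF hens, 1 was lower and 201 did not pass the test (14 higher and 4 lower when adjusted over the list alone). SLC5A5, the sodium iodide symporter, had 2036 and 1032 normalized counts in the FF libraries and 85, 165 and 214 in the RF libraries, a log2 fold change of 3.32 (standard error 0.45, adjusted p = 0.0296 from limma). SLC12A2, a sodium, potassium and chloride cotransporter, rose by 1.98, and the monocarboxylate transporter SLC16A5 by 3.78 at 33 to 49 normalized counts in FF hens and 2 in each RF library. SLC35F2, the amino acid transporter SLC7A3 and the citrate carrier SLC25A1 were the other increases, and SLC35G1 the decrease (log2 fold change −0.96). The family as a whole did not pass the set test (median log2 fold change 0.02, adjusted p = 0.395 from camera). Without FF replicate 1 or 2 none of these genes that were tested passed (SLC12A2, adjusted p = 0.176 and 0.132), and SLC16A5 was below the minimum mean, and so not tested, without FF replicate 1.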

The term “transmembrane transport” categorized the most upregulated DEGs in FF hens (Table 5). Other terms of note reflect cellular reorganization in the granulosa cells of 6–8-mm follicles in FF hens including “positive regulation of actin filament bundle assembly” and “positive regulation of cellular component biogenesis” (Table 5). 

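Of 40 tested genes of the actin cytoskeleton, 7 were higher in FF hens, 0 were lower and 33 did not pass the test (10 higher and 4 lower when adjusted over the list alone). INF2, a formin that nucleates and severs actin filaments, had 1741 and 3048 normalized counts in the FF libraries and 266, 579 and 408 in the RF libraries, a log2 fold change of 2.53 (standard error 0.37, adjusted p = 0.0370 from limma). CDC42EP4, an effector of the GTPase CDC42, rose by 1.32, vinculin (VCL) by 1.24 and paxillin (PXN) by 1.21, the last a pair of focal adhesion proteins. Cytoplasmic actin (ACTG1) and RHOC, a small GTPase, rose by 0.92 and 0.83. As many of the 40 genes had positive as negative fold changes, and the list as a whole had a median of 0.02 (adjusted p = 0.107 from camera), and passed camera without RF replicate 3 (0.0428) and with no filter on low values. VCL lost its call when the libraries were rescaled to equal totals, and none of these genes passed without FF replicate 1 or 2 (PXN, adjusted p = 0.176 and 0.132).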

DEGs upregulated in RF hens are associated with cellular homeostasis. 

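Of 39 tested potassium channel genes, those whose symbols start with KCN, 1 was lower in FF hens, 1 was higher and 37 did not pass the test (3 lower and 3 higher when adjusted over the list alone). The lower gene was KCNT1, a sodium-activated potassium channel, with 652 and 783 normalized counts in the FF libraries and 1388, 1546 and 1325 in the RF libraries (log2 fold change −0.99, standard error 0.15, adjusted p = 0.0456 from limma). The higher gene was KCNAB1, a channel subunit. KCNK2 of Table 4 was lower in FF hens (log2 fold change −1.68, adjusted p = 0.0922 from limma) and KCNH2 of Table 3 higher (3.65, adjusted p = 0.0999), without passing. Potassium channels are only a part of the genes of ion transport, so this family does not stand for the paper's terms. The family had a median log2 fold change of −0.32 (adjusted p = 0.215 from camera), and −0.05 without RF replicate 1. When any single library was left out the adjusted p of KCNT1 was above 0.05 (0.0714 to 0.24).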

Several of the top functional terms are associated with ion transport: “ion transport”, “cation transport”, “metal ion transport”, and “ion transmembrane transport” (Table 6). Other terms are associated with maintaining cell physiology, such as “regulation of system process” and “positive regulation of cell size” (Table 6).

### 3.4. Upstream Regulators

Using IPA’s upstream regulator analysis, several transcriptional regulators were predicted to be upstream of DEGs. Among them are gonadotropins (LH, CG, and FSH), and growth factors (TGFB1, BMP6, AGT, BMP4, GDF9, HGF, IGF1, and BMP7) (Figure 5A). 

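The targets drawn in the FSH and IGF1 wheels of Figure 5 went in the drawn directions in the deposited values. Of the 23 genes of the FSH wheel 22 were matched by symbol, and all 22 had the same sign of change as drawn, 11 of them past the thresholds in FF hens, 2 in RF hens and 9 not past. Among those higher in FF hens were TFPI2, a protease inhibitor of the extracellular matrix, with 94943 ± 3136 normalized counts in FF hens (SD, n = 2) and 22674 ± 2614 in RF hens (SD, n = 3; log2 fold change 2.07, standard error 0.14, adjusted p = 0.0115 from limma), the transferrin receptor TFRC, listed in the file as TFR2 (1.44), and ADGRG1, an adhesion receptor (1.06). Those lower were RGS16, a regulator of G protein signalling (−1.47), and ENC1 (−1.35). Of the 20 genes of the IGF1 wheel, all 20 had the drawn sign, 7 past the thresholds in FF hens, 1 in RF hens and 12 not past. WNT4, a ligand of the ovary's WNT pathway, had 24141 and 12506 normalized counts in the FF libraries and 3784 to 4391 in the RF libraries (log2 fold change 2.11, standard error 0.27, adjusted p = 0.0265), and DMD, which encodes dystrophin, was lower in FF hens (−1.31). The wheels were drawn from genes called in these same libraries, so the shared directions are not independent evidence, and no set test was run on them. With equal totals or equal upper quartiles ADGRG1 fell below the fold threshold of 1. Without FF replicate 1 or 2, INHA was the only gene of either wheel that passed (TFPI2, adjusted p = 0.169 and 0.132).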

Two predicted upstream regulators of note are FSH with 23 downstream DEGs (Figure 5B) and Insulin-like Growth Factor 1 (IGF1) with 20 downstream DEGs (Figure 5C). Of the DEGs, seven genes (CYP11A1, EDN, IGFBP4, INHA, NR5A, STAR, and WT1) are predicted by IPA to be regulated by both FSH and IGF1.

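Of the genes that the paper names under both regulators, CYP11A1, INHA, NR5A1 and STAR passed the thresholds (NR5A1 not with equal totals, where its log2 fold change was 0.98), and IGFBP4, the endothelins and WT1 did not. IGFBP4, which binds IGF1 and limits its action, had 26681 and 13810 normalized counts in the FF libraries and 10774, 10232 and 6497 in the RF libraries, a log2 fold change of 1.10 (standard error 0.33, adjusted p = 0.164 from limma). EDN1 and EDN2, which encode endothelins, peptides that contract smooth muscle, had log2 fold changes of −1.21 (standard error 0.30, adjusted p = 0.106) and −1.73 (standard error 0.42, adjusted p = 0.105). WT1, a transcription factor high in granulosa cells of small follicles, had 1717 and 1311 normalized counts in the FF libraries and 2549, 3488 and 7223 in the RF libraries, a log2 fold change of −1.42 (standard error 0.41, adjusted p = 0.156). In all 4 genes the FF libraries lay outside the range of the RF libraries, as they did in 36.3% of all tested genes. The paper named these genes from calls in the same libraries, so this separation is not independent evidence.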

## 4. Discussion

Broiler breeder hens fed *ad libitum* have increased follicle selection and excessive follicular growth, which results in decreased egg production. Commercial producers can increase egg production by restricting the dietary intake in these hens, resulting in a more regulated follicle hierarchy. In this study, we sought to generate hypotheses for the increased follicle development observed in FF hens by identifying differences in the transcriptomes of granulosa cells from 6–8-mm follicles, the stage of follicle selection.

Consistent with a previous study in our lab, we found that the preovulatory follicle number was significantly higher in FF hens when compared to RF hens [23]. Although we have previously found a significantly higher number of 3–5-mm and 6–8-mm follicles in FF hens compared to RF hens [23], we did not observe this in the present study. Another group using a similar experimental protocol also indicated no difference of numbers in these follicle size categories [24]. Our finding of a higher number of preovulatory follicles in FF hens is consistent with the hypothesis of increased follicle selection in response to increased dietary intake. At the time of follicle selection, granulosa cells become differentiated and gain the capacity to produce progesterone [25]. In the laying hen, one 6–8-mm follicle is selected approximately each day. This follicle enters the preovulatory stage to replace the recently ovulated follicle and this permits both an organized follicle hierarchy and efficient egg production. Given the increased number of preovulatory follicles observed in FF hens, the process of follicle selection is likely increased. We found transcriptional changes in the granulosa cell layer of 6–8-mm follicles, the stage at which follicle selection occurs.

In laying hens, the transcriptomes of granulosa cells from a 6-mm follicle and those from the most recently selected preovulatory follicle (F5) have been sequenced to investigate the transcriptional changes during the transition from unselected to selected follicles [26]. Of the top 50 DEGs identified in the granulosa cells of the recently selected follicle of the laying hen, 22 overlap with those we identified in the granulosa cells (6–8-mm follicles) of the FF hen. Among the notable genes in common between these two groups are CYP11A1 and STAR. CYP11A1 and STAR are important for the production of progesterone, an important functional change acquired at the time of follicle selection [10]. Given the strong overlap in gene expression between these two populations, it is possible that granulosa cells of 6–8-mm follicles of FF hens are more differentiated than those of RF hens. This early differentiation may occur in the granulosa layers of multiple 6–8-mm follicles, thereby disrupting the follicle hierarchy.

In the laying hen, granulosa cells begin to produce progesterone from cholesterol following selection into the preovulatory follicle stage [10]. This steroidogenic competency is associated with an increase in STAR and CYP11A1 expression [6,9]. Given the increased expression of STAR and CYP11A1 in granulosa cells from 6–8-mm follicles of the FF hen, progesterone production may increase earlier in follicle development than in laying hens or RF hens. Furthermore, two transcriptional activators, namely NR5A1 (synonym SF-1) and NR5A2 (synonym LRH-1), were found to be upregulated in the FF hen. 

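HSD3B1, FDX1 and FDXR, which also act between cholesterol and progesterone, and the receptor SCARB1 did not pass the test over all tested genes. When adjusted over the steroidogenesis list alone, HSD3B1, FDX1 and FDXR were among the 9 higher and CYP19A1 among the 3 lower. HSD3B1, whose enzyme converts pregnenolone to progesterone, had 8599 and 13318 normalized counts in the FF libraries and 5041, 7673 and 5308 in the RF libraries, a log2 fold change of 0.86 (standard error 0.25, adjusted p = 0.159 from limma). FDX1 and FDXR, which pass electrons to CYP11A1, had log2 fold changes of 0.59 (adjusted p = 0.0962) and 0.47 (adjusted p = 0.164). In HSD3B1, FDX1 and FDXR both FF libraries lay above all RF libraries, while 36.3% of all tested genes had FF libraries outside the RF range. On simulated values 26 of 49 genes changed by a log2 fold change of 1 were recovered, so changes of this size can be missed. SCARB1, the receptor of high-density lipoprotein, was at −0.03 (adjusted p = 0.968). Genes of the later steps to androgens and estrogens did not pass either and went both ways, with HSD17B3 at a log2 fold change of 0.49 (adjusted p = 0.493) and CYP19A1, or aromatase, at 121 and 15 normalized counts in the FF libraries and 295, 165 and 616 in the RF libraries (adjusted p = 0.184). CYP17A1, at a log2 fold change of −1.66 (adjusted p = 0.506), was highest in RF replicate 1, the library highest in most theca and stroma markers.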

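NR5A1 had 17378 and 15528 normalized counts in the FF libraries and 8090, 6920 and 7679 in the RF libraries, which is 2.18 times higher in FF hens on the fitted scale. NR5A2 (ENSGALG00000002182) had 2981 and 81 normalized counts in the FF libraries and 28, 24 and 3 in the RF libraries, so that its level in FF hens rests on replicate 1. Its log2 fold change was 5.12 (standard error 1.54, adjusted p = 0.169 from limma), and 2.52 to 7.71 over the 14 alternatives, none of which brought it under an adjusted p of 0.05. Without FF replicates 1 and 2, NR5A1 had adjusted p values of 0.176 and 0.134. Other transcription factors of the steroidogenesis list did not pass over all tested genes, among them GATA4 (log2 fold change 0.20, adjusted p = 0.519), GATA6 (0.57, adjusted p = 0.202), FOXL2 (0.02, adjusted p = 0.985) and NR0B1, which represses NR5A1 targets (−0.03, adjusted p = 0.952). When adjusted over the list alone, NR5A2 and GATA6 were among the 9 higher.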

NR5A1 binds to the promotor of CYP11A1 to increase its transcription and the production of progesterone in the granulosa cells of rats [27]. A second transcription factor, NR5A2, also increases CYP11A1-promoter activity in human granulosa cells [28] and in the presence of FSH, increases CYP11A1 mRNA and progesterone synthesis in cultured rat granulosa cells [29]. The increased STAR, CYP11A1, NR5A1, and NR5A2 expression in granulosa cells of 6–8-mm follicles of FF hens suggests that the production of progesterone may be initiated at this stage of follicle development, earlier than observed in laying hens. It has previously been proposed that production of progesterone may be initiated earlier in follicle development in FF hens [30]. Both the F1 and F2 follicles in FF hens have been shown to secrete higher progesterone in FF hens compared to RF hens, where only the F1 follicle secretes high progesterone levels [30]. Alternatively, these hens may be gaining the machinery for steroidogenesis during the 6–8-mm follicle stage and producing higher levels of progesterone once they enter the preovulatory stage. Dysregulation in the production of progesterone may be stimulating multiple ovulations and therefore be contributing to the double ovulations that are often observed in FF hens.

In addition to changes in the ovary, we found that full-feeding increased body weight, liver weight/BW, and fat pad weight/BW, as we have previously shown [23]. Increased dietary intake results in increased adiposity, with FF hens showing increased fat pad weight and increased plasma triglyceride and cholesterol levels compared to RF hens [23]. Enrichment analysis showed “lipid catabolic process” and “cellular lipid catabolic process” as some of the most significant terms for granulosa cells of 6–8-mm follicles from FF hens. This suggests that granulosa cells of 6–8-mm follicles may adjust their physiology to accommodate the increased amount of plasma lipids. Interestingly, the DEG with the highest fold change in both the granulosa cells of the most recently selected follicle of the laying hen [26] and the granulosa cells of 6–8-mm from FF broiler breeder hens is Carboxyl Ester Lipase (CEL). 

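CEL (ENSGALG00000034436) had the largest log2 fold change of the genes past the thresholds, 7.97 (standard error 1.17, adjusted p = 0.0370 from limma). It had 1325 and 173 normalized counts in the FF libraries and 0, 0 and 6 in the RF libraries. Because the RF values are near 0, the fold change depends on the number added before taking logs. It also depends on which FF library is kept, since these differ widely. Over the 14 alternatives it ran from 5.67, with 8 added, to 9.44, without FF replicate 2, and 8 of the alternatives kept the adjusted p under 0.05. Without FF replicate 1 the adjusted p was 0.246, without FF replicate 2 it was 0.135, and without RF replicates 1 and 2 it was 0.116 and 0.0885.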

CEL is known to be excreted from the pancreas and has effects on lipid absorption in the intestine (reviewed in [31]). Among its roles, CEL functions in cholesterol absorption, in the reverse transport to the liver, and potentially in the cholesterol uptake by cells (reviewed in [31]). In the chicken, CEL is mainly expressed in the pancreas [32]. CEL expression in the pancreas has been shown to be influenced by dietary cholesterol in rats [33]; however, to our knowledge, our study is the first demonstrating that diet influences CEL expression in gonads. Although the role of CEL has not yet been investigated in the ovary, it may facilitate cholesterol transport in the cell. Two other lipid transporters, namely ABCA12 and SLC25A1, a mitochondrial transporter important for downstream endogenous cholesterol synthesis (summarized in [34]), are also increased in granulosa cells of 6–8-mm follicles of FF hens. 

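SLC25A1, the citrate carrier, had 3191 and 3815 normalized counts in the FF libraries and 1593, 1693 and 1772 in the RF libraries, a log2 fold change of 1.05 (standard error 0.14, adjusted p = 0.0282 from limma). ABCA12, a lipid transporter of the ABC family, had 200.0 ± 36.8 normalized counts in FF hens (SD, n = 2) and 83.7 ± 18.2 in RF hens (SD, n = 3), with a log2 fold change of 1.26 (standard error 0.30, adjusted p = 0.1) that did not pass the test. Of 15 tested genes of cholesterol and lipid export, 0 passed in either direction (1 higher and 5 lower when adjusted over the list alone), and the list was lower in FF hens (median log2 fold change −0.18, adjusted p = 0.0389 from camera). This set call was lost with an estimated correlation (adjusted p = 0.388), without RF replicate 1 (0.0545), RF replicate 2 (0.0527) or FF replicate 1 (0.221), and after rescaling to equal totals or upper quartiles. The loss with an estimated correlation says little, since that setting has little power with 5 libraries. ABCA1, which exports cholesterol to apolipoprotein A1, had 605 and 862 normalized counts in the FF libraries and 1661, 1437 and 2587 in the RF libraries (adjusted p = 0.0837). Of 27 tested genes of cholesterol synthesis and uptake, 2 were higher in FF hens, SLC25A1 and the sterol-binding protein NPC2 (log2 fold change 1.31), and 0 were lower (3 higher and 7 lower when adjusted over the list alone). This list did not pass camera (median −0.21, adjusted p = 0.141), and did without RF replicate 3 (0.0397). With equal totals or equal upper quartiles SLC25A1 fell below the fold threshold of 1. Without FF replicate 1 or 2 SLC25A1 had an adjusted p of 0.176 and 0.141, and NPC2 0.185 and 0.132.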

Upregulation of CEL, ABCA12, and SLC25A1 may be increasing cholesterol availability to granulosa cells of 6–8-mm follicles in FF hens with higher levels of plasma cholesterol and facilitating enhanced progesterone production.

Although dietary intake affects the transcriptomes of granulosa cells of 6–8-mm follicles, the factors directly contributing to these changes remain unclear. The upstream regulator analysis predicted FSH and IGF1 to have effects on several DEGs upregulated in FF hens. 

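The receptors of FSH, LH and IGF1 did not pass the test. FSHR, the FSH receptor, had 5650 and 4591 normalized counts in the FF libraries and 3725, 4409 and 6380 in the RF libraries, a log2 fold change of 0.11 (standard error 0.24, adjusted p = 0.848 from limma), which was −0.03 after rescaling to equal totals and also below 0 without RF replicate 1 or FF replicate 1. LHCGR, the LH receptor, was at 0.23 (adjusted p = 0.677) and IGF1R at 0.29 (adjusted p = 0.566). Of 28 tested genes of the gonadotropin receptors and the cAMP pathway, 1 was higher in FF hens and 0 lower (4 higher and 0 lower when adjusted over the list alone). The higher gene was PDE10A, which breaks down cyclic nucleotides, with 308 and 342 normalized counts in the FF libraries and 45, 80 and 33 in the RF libraries (log2 fold change 2.70, standard error 0.40, adjusted p = 0.0382). IGF1 itself, under the name IGF-I, was listed at 0 in all 5 libraries. IGF2 had 6872 and 5188 normalized counts in the FF libraries and 2379, 2463 and 3334 in the RF libraries (adjusted p = 0.0593, and 0.0385 without RF replicate 3), and GHR, the growth hormone receptor, was at −1.14 (adjusted p = 0.1). Of 29 tested genes of the IGF and insulin pathway, 0 passed (1 higher and 3 lower when adjusted over the list alone). Neither list passed camera, with adjusted p values of 0.214 and 0.107. Leaving out FF replicate 1 or 2 ended the call of PDE10A (adjusted p = 0.24 and 0.192).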

In the hen, granulosa cells become responsive to FSH at the time of selection and one of the 6–8-mm follicles shows an increase in FSHR mRNA [7]. FSH increases cAMP levels to stimulate STAR and CYP11A1 transcription [6,9]. In the current study, INHBB, INHA, STAR, and CYP11A1 were upregulated in granulosa cells of 6–8-mm follicles from FF hens and predicted to be downstream of FSH. Reported plasma FSH levels in RF and FF hens are variable as some studies found no difference [2], elevated levels [35,36,37], or decreased FSH plasma levels in FF compared to RF hens [24]. More research is needed to determine the effect of increased dietary intake on FSH plasma levels.

In a previous study, we investigated liver transcriptome differences between FF and RF hens and showed that FF hens have elevated liver IGF1 mRNA and protein compared to RF hens [23]. At the preovulatory follicle stage, IGF1 can increase progesterone production and expression of STAR, CYP11A1, and 3βHSD in chicken granulosa cells [38]. In granulosa cells of pre-hierarchal follicles, IGF1 increases cell proliferation [39]. In mammals, FSH and IGF1 have been shown to increase CYP11A1 and STAR expression synergistically [40,41,42,43]. Using upstream regulator analysis, we found seven genes (CYP11A1, EDN, IGFBP4, INHA, NR5A, STAR, and WT1) downstream of both FSH and IGF1. These genes could be targets for synergistic effects of FSH and IGF1 in the hen, and elevated IGF1 in FF hens [23] may synergize with FSH in FF hens to enhance follicle development.

## 5. Conclusions

This is the first study to investigate differences in the transcriptome of pre-hierarchal follicles between broiler breeder hens fed at different levels. Three hundred and fifty genes were found to be differentially expressed between FF and RF hens in granulosa cells from 6–8-mm follicles. Several genes involved in follicle selection were upregulated in pre-hierarchal follicles of FF hens, suggesting an ovarian effect of dietary treatment at early stages in follicle development. Findings from this study suggest that granulosa cells of 6–8-mm follicles may mature earlier in FF hens than in RF hens, particularly with respect to capacity for progesterone synthesis. In addition, increased plasma cholesterol levels, FSH, and IGF1 may be involved in some of these transcriptional changes. These hypotheses have opened new research avenues which we are actively pursuing. Ultimately, this research helps clarify the processes contributing to the reproductive inefficiencies observed in broiler breeder hens. A greater understanding of the etiology of these reproductive inefficiencies can provide targets for treatment and genetic selection to improve the reproductive health and welfare of these hens.

## Figures and Tables

**Figure 1:**
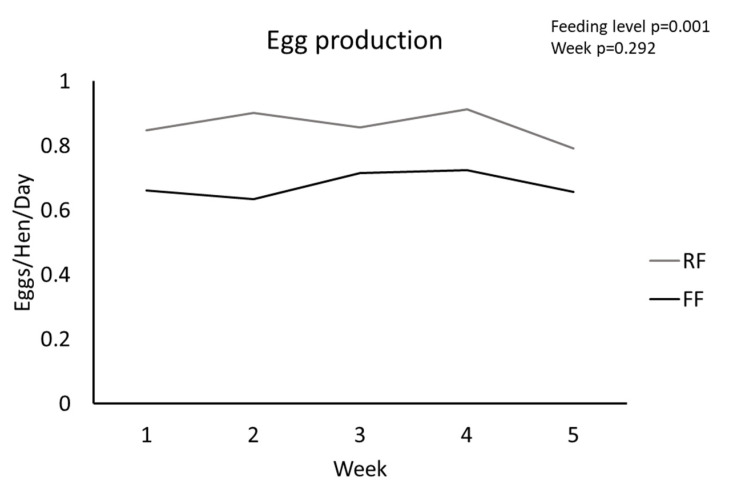
Egg production (eggs/hen/day) of RF and FF hens in response to dietary treatment (*n* = 16 per group, *p* = 0.013). *p*-values for individual fixed effects are in the top right corner.

**Figure 2:**
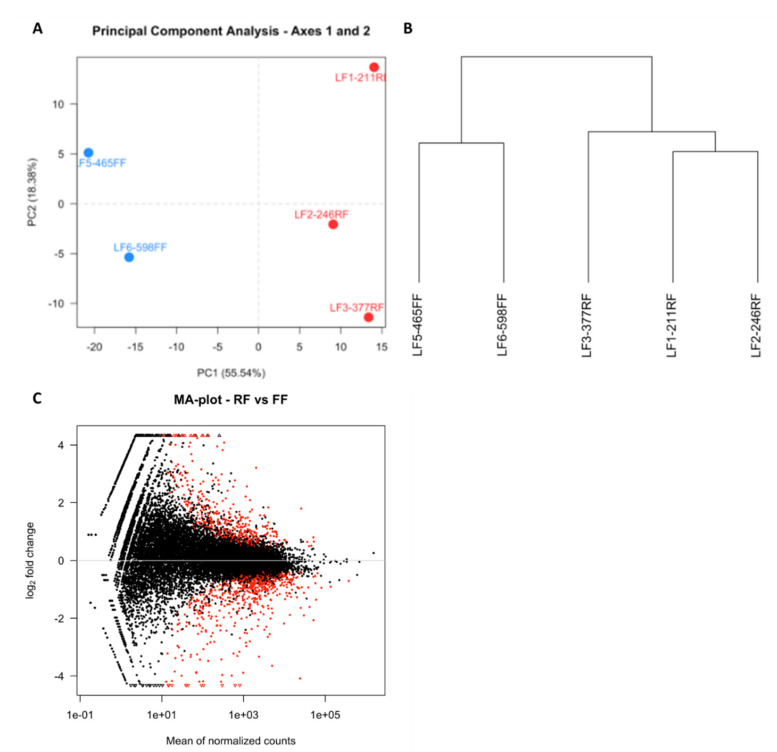
Principle component analysis, hierarchal clustering, and MA plot for RNA-sequencing data of granulosa cells from 6–8-mm follicles from RF and FF hens. (**A**) Principle component analysis comparing FF (*n* = 2, blue) and RF (*n* = 3, red) transcriptomes. (**B**) Hierarchal clustering of FF (*n* = 2) and RF (*n* = 3) samples. (**C**) MA plot comparing normalized counts in FF and RF hens. Black dots represent expressed genes and red dots indicate DEGs. Genes located below the x-axis represent genes more highly expressed in FF hens and genes located above the x-axis represent genes more highly expressed in RF hens.

**Figure 3:**
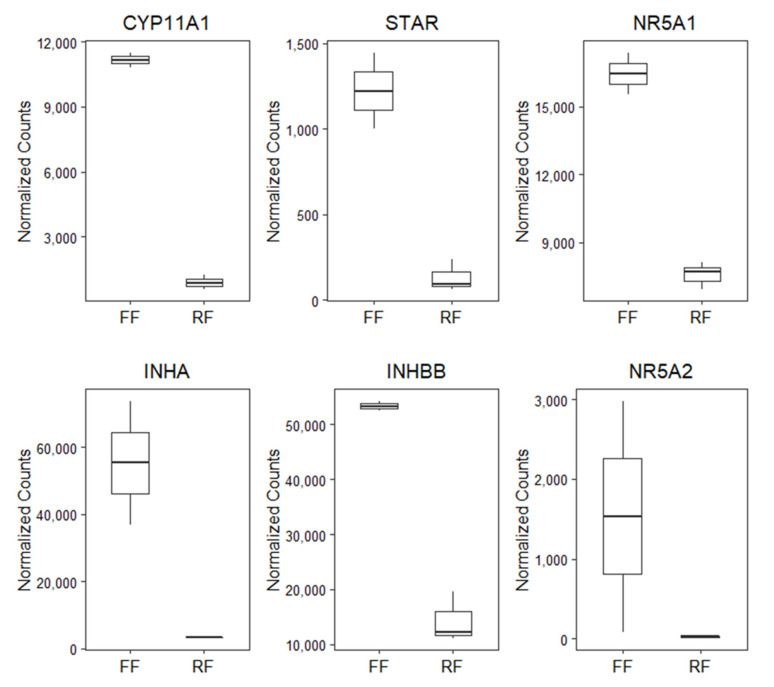
Boxplots of normalized counts from RNA-seq analysis comparing FF (*n* = 2) and RF (*n* = 3) gene expression of select DEGs (CYP11A1, STAR, NR5A1, INHA, INHBB, and NR5A2).

**Figure 4:**
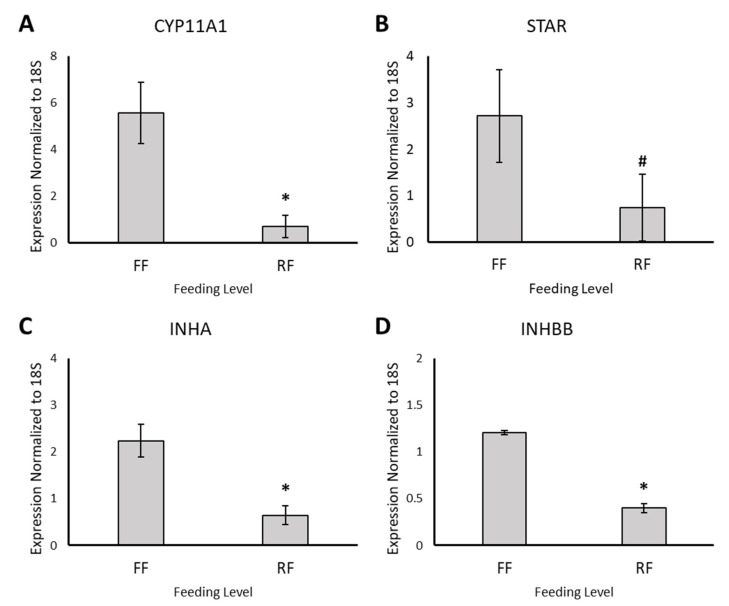
CYP11A1, STAR, INHA, and INHBB mRNA expression in granulosa cells of 6–8-mm follicles in FF and RF hens. Bars represent the mean expression normalized to 18S ± SD in granulosa cells of 6–8-mm follicles in FF (*n* = 2) and RF hens (*n* = 3) (*p* > 0.01, *; *p* = 0.08, **#**). (**A**) CYP11A1 mRNA expression (*p* < 0.01); (**B**) STAR mRNA expression (*p* = 0.08); (**C**) INHA mRNA expression (*p* < 0.01); and (**D**) INHBB mRNA expression (*p* < 0.01).

**Figure 5:**
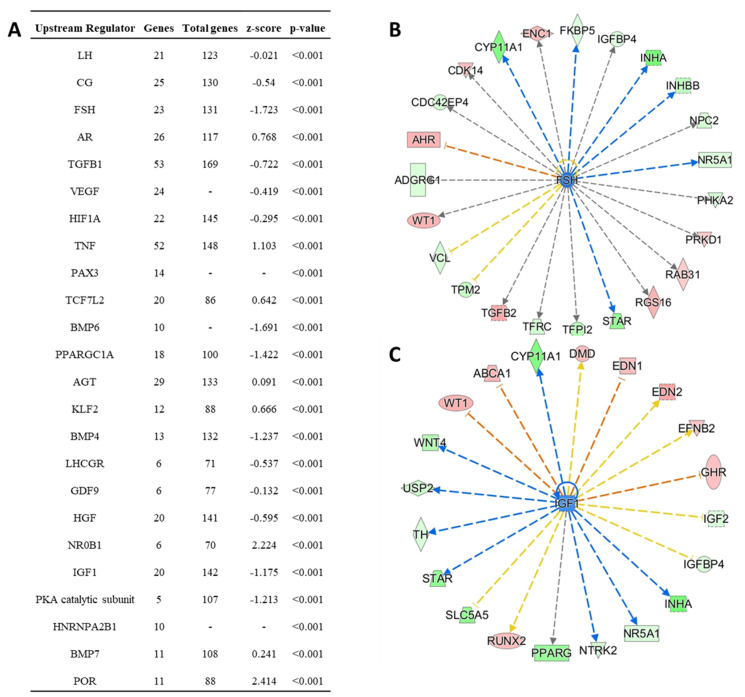
Upstream regulator analysis of differentially expressed genes in RF and FF hens. (**A**) The top 25 predicted upstream regulators of DEGs from the granulosa cells of 6–8-mm follicles from FF and RF hens are shown. The upstream regulator, number of gene targets in the DEG dataset, total number of genes found in the IPA network for the specific regulator, z-score of activation, and *p*-value of overlap are indicated. (**B**) FSH network wheel of gene targets in dataset. Green shapes are upregulated and red shapes are downregulated in FF hens (z-score = −1.723). Line colors indicate the state of activation (blue = activation; orange = inhibition; yellow = findings inconsistent with downstream gene state; and grey = unpredicted effects). (**C**) IGF1 network wheel of gene targets in dataset (z-score = −1.175). Colors of the shapes and lines have the same meaning as in panel (**B**).

**Table 1:** Primer Sequences for RT-qPCR.

Target Gene	Primer Sequence
CYP11A1	F 5′-ACTTCAAGGGACTGAGCTTTGGGT-3′ R 5′ AGTTCTCCAGGATGTGCATGAGGA 3′
STAR	F 5′-TGCCTGAGCAGCAGGGATTTATCA- 3′ R 5′- TGGTTGATGATGGTCTTTGGCAGC-3′
INHA	F 5′-TCTTCCCTTCCACAGACGTG- 3′ R 5′- CTGTAGAACCAGAGCTGGGC-3′
INHBB	F 5′-TTCGCCGAGACAGACGAT- 3′ R 5′- TTACTTTTCGCCTGCTGCCT-3′

**Table 2:** Mean body weight, normalized fat pad, liver, and ovary weights, as well as follicle numbers (3–5-mm, 6–8-mm, and follicles >9-mm) and egg production (eggs/hen/day) for RF and FF hens in response to dietary treatment (*n* = 15–16 per group). Means are presented as means ± SD.

Parameter	RF	FF	*p*-Value
Body weight (g)	3389 ± 162	4483 ± 359	<0.0001
Fat pad weight/BW	0.015 ± 0.007	0.030 ± 0.008	<0.0001
Liver weight/BW	0.028 ± 0.005	0.048 ± 0.010	<0.0001
Ovary weight/BW	0.018 ± 0.003	0.021 ± 0.005	0.101
3–5-mm follicles	32.2 ± 11.0	36.3 ± 12.0	0.332
6–8-mm follicles	11.6 ± 3.9	10.7 ± 3.7	0.519
Follicles > 9-mm	6.3 ± 0.9	8.2 ± 2.0	0.002
Eggs/hen/day	0.862 ± 0.048	0.678 ± 0.039	0.013

**Table 3:** Top 50 upregulated differentially expressed genes in FF hens, including the Ensembl gene ID, gene name, log_2_(FC), and FDR, and average normalized read counts for FF and RF groups are indicated for each gene.

GeneID	Gene Name	log_2_(FC)	FDR	FF Average	RF Average
ENSGALG00000034436	CEL	−8.6	0.01	749	2
ENSGALG00000002182	NR5A2	−6.4	<0.01	1531	18
ENSGALG00000038884	SRL	−4.9	<0.01	250	8
ENSGALG00000045327	-	−4.9	<0.01	222	8
ENSGALG00000026808	TMEM72	−4.8	<0.01	1922	70
ENSGALG00000006440	-	−4.2	<0.01	652	35
ENSGALG00000050830	SV2A	−4.2	<0.01	237	13
ENSGALG00000054770	INHA	−4.1	<0.01	55,417	3271
ENSGALG00000010269	KCNAB1	−4.0	<0.01	1174	75
ENSGALG00000042836	KCNH2	−4.0	<0.01	688	44
ENSGALG00000047771	PGF	−3.9	<0.01	2220	150
ENSGALG00000034982	CYP11A1	−3.6	<0.01	11,165	893
ENSGALG00000029968	GADD45B	−3.5	<0.01	300	27
ENSGALG00000001207	PLCH2	−3.4	0.01	630	59
ENSGALG00000006598	SORL1	−3.3	<0.01	5205	517
ENSGALG00000041932	SLC5A5	−3.3	<0.01	1534	155
ENSGALG00000003242	STAR	−3.2	<0.01	1222	132
ENSGALG00000010364	AADAC	−3.2	0.01	1694	189
ENSGALG00000040355	TCF24	−3.1	<0.01	220	26
ENSGALG00000004974	PPARG	−3.0	<0.01	2454	314
ENSGALG00000005884	MAPKKK3L	−2.9	<0.01	270	37
ENSGALG00000011242	OBSL1	−2.8	<0.01	2359	328
ENSGALG00000042607	RSPO3	−2.8	<0.01	321	45
ENSGALG00000014938	ABHD3	−2.8	<0.01	396	56
ENSGALG00000038399	PLEKHA6	−2.8	<0.01	2921	420
ENSGALG00000050611	-	−2.7	<0.01	1650	257
ENSGALG00000041143	UMOD	−2.6	<0.01	7916	1266
ENSGALG00000011537	PDE10A	−2.6	<0.01	325	53
ENSGALG00000008815	LRRN4	−2.5	<0.01	8678	1484
ENSGALG00000011608	INF2	−2.5	<0.01	2394	418
ENSGALG00000011803	EMP1	−2.5	<0.01	347	61
ENSGALG00000019077	-	−2.5	<0.01	2109	372
ENSGALG00000043234	HBA1	−2.5	<0.01	236	43
ENSGALG00000042929	-	−2.4	<0.01	746	139
ENSGALG00000010326	FLVCR2	−2.4	<0.01	530	98
ENSGALG00000006453	TF	−2.4	<0.01	232	43
ENSGALG00000037603	SESN2	−2.4	<0.01	6298	1195
ENSGALG00000003750	PLCG1	−2.4	<0.01	3056	590
ENSGALG00000033683	PHOSPHO1	−2.3	<0.01	6924	1408
ENSGALG00000016415	MAP7D2	−2.3	<0.01	4248	882
ENSGALG00000044649	P2RX2	−2.3	<0.01	1134	235
ENSGALG00000016954	RGCC	−2.3	<0.01	416	87
ENSGALG00000008537	EPHB3	−2.3	<0.01	516	108
ENSGALG00000036728	PRDM16	−2.2	<0.01	436	92
ENSGALG00000041708	WNT4	−2.2	<0.01	18,324	4040
ENSGALG00000014734	-	−2.2	<0.01	1166	260
ENSGALG00000018803	-	−2.1	<0.01	415	98
ENSGALG00000009512	TFPI2	−2.1	<0.01	94,942	22,674
ENSGALG00000049157	DOK4	−2.0	<0.01	4274	1034
ENSGALG00000038458	LOXL1	−2.0	<0.01	1624	401

**Table 4:** Top 50 upregulated differentially expressed genes in RF hens, including the Ensembl gene ID, gene name, log_2_(FC) and FDR, and average normalized read counts for FF and RF groups are indicated for each gene.

GeneID	Gene Name	log_2_(FC)	FDR	FF Average	RF Average
ENSGALG00000051980	-	6.5	0.01	2	229
ENSGALG00000036798	COL4A1	4.1	0.02	32	535
ENSGALG00000007819	PDZRN3	4.0	<0.01	24	361
ENSGALG00000015908	COL12A1	3.8	<0.01	34	491
ENSGALG00000043754	GLUL	3.2	<0.01	340	3158
ENSGALG00000010858	LRP2	3.0	0.03	56	446
ENSGALG00000040755	ANGPT4	2.9	<0.01	44	320
ENSGALG00000048104	-	2.8	<0.01	54	367
ENSGALG00000003670	MAFB	2.8	<0.01	137	938
ENSGALG00000016843	COL4A2	2.8	0.01	40	271
ENSGALG00000033338	GPT2	2.6	<0.01	60	374
ENSGALG00000030065	TENM3	2.6	<0.01	306	1805
ENSGALG00000009405	GRIA2	2.6	<0.01	143	839
ENSGALG00000034453	SAMD11	2.4	<0.01	113	604
ENSGALG00000050840	APCDD1	2.2	<0.01	355	1641
ENSGALG00000006172	ABCC8	2.1	0.01	120	534
ENSGALG00000038364	NOV	2.1	<0.01	492	2083
ENSGALG00000016820	GAS6	2.1	<0.01	49	207
ENSGALG00000013697	CNDP1	2.1	<0.01	106	443
ENSGALG00000011200	THBS2	2.0	<0.01	65	264
ENSGALG00000014178	-	2.0	<0.01	82	318
ENSGALG00000011623	ADAMTS3	1.9	<0.01	208	803
ENSGALG00000031916	ZP1	1.8	0.01	78	283
ENSGALG00000000667	EDN2	1.8	<0.01	1580	5639
ENSGALG00000026055	PALM	1.8	<0.01	60	210
ENSGALG00000009687	KCNK2	1.8	<0.01	10,362	35,972
ENSGALG00000004812	FAM129A	1.8	0.02	58	203
ENSGALG00000007268	-	1.8	<0.01	192	669
ENSGALG00000002671	-	1.8	<0.01	660	2230
ENSGALG00000032836	-	1.7	<0.01	137	445
ENSGALG00000012595	AGTPBP1	1.7	<0.01	96	310
ENSGALG00000001768	TENM2	1.7	0.01	340	1095
ENSGALG00000011994	SYNPO2	1.7	0.02	66	215
ENSGALG00000036883	MET	1.7	<0.01	619	1988
ENSGALG00000009612	TGFB2	1.7	<0.01	188	600
ENSGALG00000045776	CPN2	1.7	0.01	90	282
ENSGALG00000002081	MMP28	1.6	<0.01	112	348
ENSGALG00000015542	PLPPR1	1.6	<0.01	105	324
ENSGALG00000017065	-	1.6	0.05	84	259
ENSGALG00000011145	TRIL	1.6	0.01	99	301
ENSGALG00000034085	-	1.6	0.01	207	627
ENSGALG00000031534	ARID5B	1.6	<0.01	360	1081
ENSGALG00000026981	NHSL1	1.6	0.01	370	1102
ENSGALG00000027514	-	1.6	<0.01	1168	3445
ENSGALG00000016251	-	1.6	<0.01	1485	4369
ENSGALG00000012115	WT1	1.5	<0.01	1514	4420
ENSGALG00000010902	CERS6	1.5	0.05	153	448
ENSGALG00000051001	-	1.5	0.01	294	844
ENSGALG00000009495	FGFR2	1.5	<0.01	229	648
ENSGALG00000012834	AKR1D1	1.5	<0.01	460	1297

**Table 5:** Enrichment analysis of upregulated differentially expressed genes in FF hens. This table shows the top ten significant terms associated with DEGs found to be upregulated in FF granulosa cells of 6–8-mm follicles. The functional category, number of genes found in the DEG list, total number of genes found in the database for the specific functional category term, and the FDR are listed.

Functional Category	Genes	Total Genes	FDR
Lipid catabolic process	10	186	2.17 × 10^−4^
Heme export	2	2	1.65 × 10^−2^
Positive regulation of actin filament bundle assembly	4	44	3.44 × 10^−2^
Cellular lipid catabolic process	6	126	3.44 × 10^−2^
Proteoglycan biosynthetic process	4	48	3.81 × 10^−2^
Inositol trisphosphate biosynthetic process	3	21	3.81 × 10^−2^
Positive regulation of cellular component biogenesis	9	345	3.81 × 10^−2^
Heme transport	2	6	4.43 × 10^−2^
Inositol trisphosphate metabolic process	3	24	4.43 × 10^−2^
Transmembrane transport	17	1122	4.43 × 10^−2^

**Table 6:** Enrichment analysis of upregulated differentially expressed genes in RF hens. This table shows ten significant terms associated with DEGs found to be upregulated in RF granulosa cells of 6–8-mm follicles. The functional category, number of genes in the DEG list, total number of genes in the database for the specific functional category term, and the FDR are listed.

Functional Category	Genes	Total Genes	FDR
Ion transport	12	1117	3.26 × 10^−2^
Cation transport	10	757	3.26 × 10^−2^
Muscle contraction	5	171	3.26 × 10^−2^
Nitric oxide mediated signal transduction	2	11	3.26 × 10^−2^
Regulation of heart contraction	4	112	3.26 × 10^−2^
Regulation of nitric oxide mediated signal transduction	2	6	3.26 × 10^−2^
Metal ion transport	8	545	3.26 × 10^−2^
Ion transmembrane transport	10	790	3.26 × 10^−2^
Regulation of system process	6	291	3.26 × 10^−2^
Positive regulation of cell size	2	6	3.26 × 10^−2^

## Data Availability

The data presented in this study are openly available on NCBI’s Gene Expression Omnibus (Edgar et al., 2002) and are accessible through GEO Series accession number GSE175887 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE175887).

## Supplementary Materials

The following are available online at https://www.mdpi.com/article/10.3390/ani11092706/s1, Table S1: RNA-Seq Alignment Summary.

# Supplementary material for: Ad Libitum Feeding in Broiler Breeder Hens Alters the Transcriptome of Granulosa Cells of Pre-Hierarchal Follicles
**Source:** Animals (Basel). 2021 Sep 16;11(9):2706. doi: 10.3390/ani11092706
**Supplement:** Supplementary file 1

Supplementary Materials

Table S1: RNA-Seq Alignment Summary. Summary of mapped reads to the Galgal6 genome assembly.

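Table S1 counts the reads of each library and those aligned to the genome. For the libraries analysed here it gives, as the paper's values, 36996330 and 45763471 reads for FF replicates 1 and 2 and 31302807, 39972051 and 49634581 for RF replicates 1, 2 and 3. The mapped reads are 89.7% and 89.0% of these in the FF libraries and 90.5%, 90.4% and 90.8% in the RF libraries. Set against the mapped reads of Table S1, the reads in genes estimated from the deposited normalized counts were 76.5% and 72.3% in the FF libraries and 75.4%, 76.0% and 74.4% in the RF libraries. RF replicate 1, with the fewest reads, has the smallest size factor, and RF replicate 3, with the most, the largest. When the step between values was estimated in the same way from simulated reads, the largest error over 5 libraries was 0.0003.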

cDNA Library	Total Reads	Mapped Reads	% Aligned
211RF	31302807	28332671	90.5%
246RF	39972051	36131559	90.4%
377RF	49634581	45080210	90.8%
465FF	36996330	33194095	89.7%
598FF	45763471	40732555	89.0%

How the deposited data were processed for this re-analysis (not part of the article)

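Granulosa cell RNA of 6–8-mm follicles from 2 FF and 3 RF hens was measured by poly(A)-selected, directional RNA-seq, with 1 library per hen. The authors trimmed the reads with trim-galore, aligned them to the Galgal6 genome with STAR and normalized the counts per gene with DESeq2; versions and the program that counted reads in genes are not given in the sources used here. The deposited values are these normalized counts, rounded to whole numbers by the authors, and were treated as a score that is not a raw read count. The file lists 24356 genes by Ensembl identifier, 13869 of them with a symbol, and 4779 of them are at 0 in all 5 libraries. All 5 columns were matched to their hens by the sample labels, and the FF library that the authors discarded was not analysed here.

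What 1 read is worth in each library was estimated from the spacing of the low values (0.961 to 1.213 normalized counts per read in RF replicates 1 and 2 and the FF libraries, and 0.813 in RF replicate 3), a step that was tested on simulated data. The size factors follow as its inverse. In 3 libraries this spacing is below 1, so that rounding gave different read counts the same value and whole reads could not be recovered. For this reason the test fixed for normalized values was used, and count models were not run.

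The main test was limma 3.58.1 in R 4.3.3 on log2(normalized count + 1), FF minus RF, with a mean-variance trend and Benjamini-Hochberg adjustment, over the 13305 genes with a mean of at least 10. Genes were called at the paper's thresholds, an adjusted p under 0.05, a log2 fold change beyond 1 and a mean of at least 200 in at least one group, the last being a reading of the paper's minimum read count. With 3 residual degrees of freedom and a prior of 3.7, single libraries weigh heavily in each test. On simulated values with the same group sizes and 13135 tested genes, 26 of 49 genes changed by a log2 fold change of 1 were recovered at an adjusted p under 0.05, 45 of 50 changed by 2, 50 of 50 changed by 3 and 49 of 49 changed by 4, with 8 unchanged genes among the 178 called.

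Gene lists and the rules below were fixed before the data were examined. The 25 lists covered steroidogenesis, cholesterol synthesis and uptake, cholesterol and lipid export, lipid breakdown, fatty acid and triglyceride synthesis, inhibin, BMP, AMH and TGF-beta, gonadotropin receptors and cAMP, IGF and insulin, WNT, undifferentiated granulosa cells, extracellular matrix, actin, glutamine and stress, proliferation, dissociation, theca and stroma, endothelium, red blood cells, white blood cells, oocyte, surface epithelium, potassium channels, solute carriers and collagens. The paper's tables had been read by then, so lists that hold their genes are not independent evidence. Members were matched by symbol and, where the listed symbol was missing, by an older symbol from the RefSeq table of the GRCg7b assembly; that table was used for names only, and the matching of older symbols was narrowed after list results had been seen. Lists were tested with limma's camera at a preset inter-gene correlation of 0.01, two-sided, adjusted over the 25 lists: 11 passed 0.05, 0 passed with an estimated correlation (lowest adjusted p 0.388) and 7 passed without RF replicate 1. With an estimated correlation, camera tests each list on the 3 residual degrees of freedom of the fit, so it had little power here. The lipid breakdown list had an estimated correlation of 0, below the preset value, and its adjusted p from camera still went from 0.0112 to 0.388. A call lost under that setting is therefore not by itself a sign of correlation among genes. Over the lists the estimate ran from −0.05 (undifferentiated granulosa cells) to 0.72 (oocyte), with 0.31 for theca and stroma and 0.14 for proliferation. Where it lies above the preset value, the preset test overstates the evidence. Loss of power and correlation were not told apart for those lists.

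Genes named in the text are those the paper names, including the wheels of Figure 5, which were read from the picture; the 12 genes with symbols that changed most in each direction past the thresholds with no overlap between groups; up to 4 members of each list past an adjusted p of 0.05; and the 3 most abundant members of each cell type list. Values in Tables 3 and 4 and Figure 3 had been seen when this rule was written, and other list members given as examples were picked after their values were seen.

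Principal components were computed on the 500 tested genes with the highest variance, centred and not scaled. Alternatives changed the pseudocount (0.5 and 8), the minimum mean (none and 50), the scaling (equal totals, equal upper quartiles), the variance model (no trend, robust), a block for the replicate number, the reading of the minimum count, the camera settings, and left out each library in turn. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15. Genomic coordinates, the qPCR, body measurements and the enrichment and upstream regulator analyses were not analysed here.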

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

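The tests of explanations in this part were chosen after the results were seen. Cell cycle genes, which the paper does not report on as a group, had slightly higher values in FF hens: 31 of 38 tested genes had positive log2 fold changes, with a median of 0.25, and the list passed camera (adjusted p = 0.00107) but not with an estimated correlation (adjusted p = 0.388) or without FF replicate 2 (0.148). None of the 38 passed limma's test alone (0 at an adjusted p under 0.05), and RRM2, a ribonucleotide reductase subunit, had the highest value at 0.80 (adjusted p = 0.0891), while CCNB2, a mitotic cyclin, was at −0.63 (adjusted p = 0.162).

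Markers of red blood cells, which the paper does not discuss, were higher in FF hens, with a median log2 fold change of 1.66 over 8 tested genes (adjusted p = 0.000233 from camera, and adjusted p = 0.388 with an estimated correlation). ALAS2, the first enzyme of heme synthesis in red cells, had 3369 and 3318 normalized counts in the FF libraries and 1528, 1230 and 1243 in the RF libraries (log2 fold change 1.33, adjusted p = 0.0223 from limma), and TFRC, listed as TFR2, rose by 1.44. Of the 8 genes 2 were higher and 0 lower (5 higher and 0 lower when adjusted over the list alone). The hemoglobin genes did not pass singly over all tested genes, with HBA1 at 145 and 327 in the FF libraries and 41, 27 and 60 in the RF libraries (log2 fold change 2.40, adjusted p = 0.0737). LMO2, the remaining abundant member, was at −0.34.

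More red blood cells in the granulosa layers of FF hens is a candidate explanation, since chicken red cells are nucleated. For ALAS2 and TFRC the values argue against it, because red cells bring far more hemoglobin than ALAS2 transcripts, whereas the difference of ALAS2 between the diets (2010 normalized counts) was 5.23 times the summed difference of HBA1, HBBA and HBM (384). For the hemoglobin genes it stays open: their ratios to HBA1 varied by up to 2.17 times between libraries, which lies between the bounds set for and against a single source, and the diets differ in the same hens. From FF replicate 1 to FF replicate 2 HBA1 differed by 2.26 times and ALAS2 by 0.98 times. ALAS2 and TFRC lost their calls without FF replicate 1 (both 0.176), FF replicate 2 (0.135 and 0.132) or RF replicate 2 (0.0752 and 0.055), and TFRC also without RF replicate 1 (0.0767). Why these genes differ was not tested further, and diet, pen and follicle number go together in these 5 libraries.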

How the results depend on the processing

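Of the alternatives set before the data were examined, those that moved the counts of genes higher in FF hens and changed at any fold most were of 3 kinds. These were leaving out RF replicate 1 or 2 or either FF library, dropping the filter and removing the trend. The count of genes higher in RF hens moved by the most genes when the libraries were rescaled to equal totals. Beyond fewer samples or more genes tested the cause was not tested. The counts of genes higher in FF hens, higher in RF hens and changed at any fold (93, 20 and 144) became 13, 1 and 14 with no filter on low values and 0, 0 and 0 for limma without a trend, where 2188 genes were at an unadjusted p under 0.05 and the lowest adjusted p was 0.0655. Rescaling to equal totals and to equal upper quartiles gave 56 and 36 genes higher in RF hens. With single libraries left out the counts ran from 1 to 92, from 0 to 22 and from 1 to 128; where an FF library was left out, the lone FF sample was assumed to vary like the RF samples. An unadjusted p under 0.05, a setting chosen after seeing the data, gave 225, 153 and 2369. The other settings (pseudocount, minimum mean of 50, robust variance, reading of the minimum count) kept the counts within 1.5 times. A fit with the replicate block gave 53, 8 and 62 genes, of which 42, 5 and 47 were among those called without it; same-numbered libraries come from different hens and their deviations had a correlation of 0.02 over 13305 genes, so they share only a number. RF replicate 3 has no FF library of its number, so this fit took its fold changes from replicates 1 and 2 only. The cholesterol synthesis and actin lists also passed camera with this block, as they did without RF replicate 3. The number of lists called, 11, became 0 with an estimated correlation, 7 to 14 with single libraries left out and 8 to 13 under the other settings. The first principal component held 44.8% to 59.9% of the variance over all alternatives. Of the 90 named genes 51 had an adjusted p under 0.05, and all 51 lost it without the trend, 47 with no filter, 49 and 50 without FF replicates 1 and 2 and 41 and 39 without RF replicates 1 and 2. Directions turned only for values that did not pass the test in either fit, apart from one list. With a minimum mean of 50 the white blood cell list, called lower in FF hens with all choices as planned, turned to higher in FF hens (adjusted p = 0.599), and the glutamine and surface epithelium lists turned too (both 0.961). The adjusted p of the list ovarian surface epithelium and mesothelium markers, which also turned, was 0.713 with equal totals and 0.885 with equal upper quartiles, and it turned without RF replicate 1 or FF replicate 1 (0.832 to 0.882 over the single libraries left out). The dissociation list turned under the replicate block (0.342) and without RF replicate 3 or FF replicate 1 (0.0635 to 0.789 over single libraries left out), and the undifferentiated granulosa list without FF replicate 2 (0.245 to 0.993). Among single genes, with single libraries left out, the log2 fold change ran from −0.06 to 0.33 for FSHR (−0.03 with equal totals), from −0.01 to 0.42 for COL1A2, from −0.52 to 0.39 for HSD17B1, from −0.34 to 0.30 for TIE1 and from −0.20 to 0.12 for CD74, listed as Ii (0.12 under the replicate block). The planned edgeR and DESeq2 tests were not run, because whole reads could not be recovered from rounded values. Depth limits what can be said of genes with a mean under 10, which were not tested.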

Differences from the paper's values

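The paper reports 207 genes higher in FF hens and 143 higher in RF hens, 350 in all; at the same stated thresholds limma called 93, 20 and 113 here. Of the alternatives set before the data were examined, none of those that were run came within 1.5 times of any of the paper's counts. The paper's counts came from DESeq2, and the planned DESeq2 and edgeR tests were not run here. Whether a count model would reach those counts at the paper's false discovery rate was therefore not tested. Calling genes at an unadjusted p under 0.05, with the same fold and level thresholds, gave 225, 153 and 378; this setting was chosen after seeing the values, and it drops 2 of the 100 genes of Tables 3 and 4.

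All 100 genes of Tables 3 and 4 went in the direction that the paper gives, and the group averages printed there equal those of the deposited values within 0.5. The tables were drawn from these same libraries, so the shared direction is not independent evidence. Of the genes that the paper names as higher in FF hens, NR5A2 and ABCA12 did not pass here (adjusted p = 0.169 and 0.1) and passed under none of the 14 alternatives. IGFBP4 and WT1, named as targets of both FSH and IGF1, did not pass (adjusted p = 0.164 and 0.156) and passed under none either. Of the endothelins, EDN1 did not pass (0.106), and EDN2 (0.105) passed under 1 of the 14 alternatives, the fit with the replicate block (0.0446). RF replicate 3 does not bear on the fold change in that fit, and without it EDN2 had an adjusted p of 0.121 from limma. All of these genes were at an unadjusted p under 0.05. CYP11A1, STAR, NR5A1, INHA, INHBB, CEL and SLC25A1, which the paper also names, passed.

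The paper's text gives a minimum of 91.7% of reads mapped in each sample, and its Table S1 gives 89.0% for FF replicate 2 and 90.8% at most among the libraries analysed here. The principal component plot of the paper prints about 56% and about 18% for the first and second components (Fig. 2A, read by eye), and the values here were 49.4% and 19.1%, which lie within 1.5 times of them.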

Other observations

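Several signalling groups changed in few members. Of 29 tested genes of the BMP, AMH and TGF-beta list, 1 was higher in FF hens, the BMP target ID3 (log2 fold change 1.12, adjusted p = 0.0414 from limma), and 0 were lower (4 higher and 3 lower when adjusted over the list alone; median −0.30, adjusted p = 0.404 from camera). AMH, a hormone of small-follicle granulosa cells, had 21048 and 17336 normalized counts in the FF libraries and 38052, 27826 and 23945 in the RF libraries (adjusted p = 0.21). In the WNT list 2 of 32 tested genes were higher, WNT4 and AXIN1 (0.95), and 0 lower (3 and 2 when adjusted over the list alone; median −0.21, adjusted p = 0.374). Of 20 genes of the glutamine, amino acid and stress list, the leucine sensor SESN2 was higher in FF hens, at 7769 and 4826 normalized counts against 1308, 1277 and 1000 (log2 fold change 2.37), and GLUL lower (4 higher and 3 lower when adjusted over the list alone; median 0.00, adjusted p = 0.651). None of the 7 tested markers of undifferentiated granulosa cells (0 of 7; median −0.03, adjusted p = 0.521) or of 24 dissociation genes (0 of 24; median 0.06, mean −0.08, adjusted p = 0.685) passed limma's test. ID3 and SESN2 lost their calls without FF replicate 1 (adjusted p = 0.24 and 0.169) and without FF replicate 2 (0.185 and 0.116).

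Markers of other cells had lower values in FF hens in part. Endothelial markers had a median of −0.69 over 12 genes (adjusted p = 0.0447 from camera, 0.453 with an estimated correlation, and 0.217, 0.157 and 0.0527 without RF replicate 1, FF replicate 1 and FF replicate 2). None of the 12 passed limma's test (0 higher and 2 lower when adjusted over the list alone), and the most abundant, EGFL7, PECAM1 and TIE1, had log2 fold changes of 0.18, 0.50 and −0.09, with FLT1, a receptor of VEGF, at 0 and 1 normalized counts in the FF libraries and 49, 41 and 7 in the RF libraries. White blood cell markers had a median of −0.88 over 15 genes (adjusted p = 0.0322, 0.388 with an estimated correlation, and 0.0842, 0.0527 and 0.0703 without RF replicate 1, RF replicate 2 and FF replicate 2), and with a minimum mean of 50 the direction turned (0.599). None of the 15 passed limma's test (1 higher and 2 lower when adjusted over the list alone), with CD3E, CD74, listed as Ii, and CSF1R, the most abundant, at 0.80, −0.08 and −0.88, and CD3D, of T cells, lay higher in FF hens at 109 and 122 against 36, 67 and 33 (adjusted p = 0.142). Of 6 tested markers of the ovarian surface epithelium 0 passed (median −0.46, mean 0.23, adjusted p = 0.906); LRRN4 had 8440 and 8916 normalized counts in the FF libraries and 2519, 1420 and 513 in the RF libraries (log2 fold change 2.82, adjusted p = 0.0816, and 0.0345 without RF replicate 3).

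All tests of explanations in this part were chosen after the results were seen. The lower theca and stroma markers in FF hens may come from theca cells in the library of RF replicate 1: it was the highest of the 5 libraries in 16 of 22 tested markers, where chance gives 20%, and the median log2 fold change went from −1.62 to −0.41 without it. OGN, of fibroblasts, was at 285 in RF replicate 1 and at 13 or less in the others, and of the most abundant markers HSD17B1 was highest there, at 3711, whereas COL1A2 and ACTA2 were highest in an FF library (log2 fold changes −0.06, 0.21 and 0.87). A difference between the diets stays open, since the median keeps its sign without RF replicate 1 and the list's adjusted p is then 0.0842. COL12A1, at 499, 506 and 468 in the RF libraries, does not follow RF replicate 1.

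Oocyte markers were lower in FF hens: 11 of 12 tested genes had negative log2 fold changes, from −1.16 to 0.11, with a median of −0.64 (adjusted p = 0.000314 from camera, and 0.388 with an estimated correlation, which was 0.72 among these genes), with 1 lower and 0 higher past limma's adjusted p of 0.05 (4 lower and 0 higher when adjusted over the list alone; ZAR1 is listed under a pair of gene identifiers). ZP2, an egg coat protein, had 3686 and 3457 normalized counts in the FF libraries and 7539, 6829 and 7069 in the RF libraries (adjusted p = 0.0229 from limma, and 0.0838, 0.0808, 0.176 and 0.135 without RF replicate 1, RF replicate 2, FF replicate 1 and FF replicate 2), and BMP15, an oocyte growth factor, 445 and 346 against 682, 539 and 507. RF replicate 1 had the highest value of the 5 libraries in 10 of the 12, but without it the median was −0.53 (adjusted p = 0.00895 from camera), and the adjusted p was at most 0.0289 with any single library left out. These values used the preset correlation of 0.01, far below the estimate of 0.72, so they overstate the evidence and do not show that the call is robust. Why they differ was not tested, and diet, pen and follicle number go together in these libraries.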
